# NF-κB2 mutation targets survival, proliferation and differentiation pathways in the pathogenesis of plasma cell tumors

**DOI:** 10.1186/1471-2407-12-203

**Published:** 2012-05-29

**Authors:** Brian A McCarthy, Liqun Yang, Jane Ding, Mingqiang Ren, William King, Mohammed ElSalanty, Ibrahim Zakhary, Mohamed Sharawy, Hongjuan Cui, Han-Fei Ding

## Abstract

**Background:**

Abnormal NF-κB2 activation has been implicated in the pathogenesis of multiple myeloma, a cancer of plasma cells. However, a causal role for aberrant NF-κB2 signaling in the development of plasma cell tumors has not been established. Also unclear is the molecular mechanism that drives the tumorigenic process. We investigated these questions by using a transgenic mouse model with lymphocyte-targeted expression of p80HT, a lymphoma-associated NF-κB2 mutant, and human multiple myeloma cell lines.

**Methods:**

We conducted a detailed histopathological characterization of lymphomas developed in p80HT transgenic mice and microarray gene expression profiling of p80HT B cells with the goal of identifying genes that drive plasma cell tumor development. We further verified the significance of our findings in human multiple myeloma cell lines.

**Results:**

Approximately 40% of p80HT mice showed elevated levels of monoclonal immunoglobulin (M-protein) in the serum and developed plasma cell tumors. Some of these mice displayed key features of human multiple myeloma with accumulation of plasma cells in the bone marrow, osteolytic bone lesions and/or diffuse osteoporosis. Gene expression profiling of B cells from M-protein-positive p80HT mice revealed aberrant expression of genes known to be important in the pathogenesis of multiple myeloma, including cyclin D1, cyclin D2, Blimp1, survivin, IL-10 and IL-15. In vitro assays demonstrated a critical role of Stat3, a key downstream component of IL-10 signaling, in the survival of human multiple myeloma cells.

**Conclusions:**

These findings provide a mouse model for human multiple myeloma with aberrant NF-κB2 activation and suggest a molecular mechanism for NF-κB2 signaling in the pathogenesis of plasma cell tumors by coordinated regulation of plasma cell generation, proliferation and survival.

## Background

NF-κB2 is a member of the NF-κB family of transcription factors that also include NF-κB1 (p105/p50), RelA (p65), RelB, and c-Rel. The full-length NF-κB2 precursor protein p100 contains an amino-terminal Rel homology domain and a carboxyl-terminal region with seven ankyrin repeats. In response to certain cytokines, NF-κB2 is phosphorylated at specific serine residues in its carboxyl-terminal region, leading to partial proteasomal degradation of the carboxyl terminus for the production of p52. The Rel homology domain of p52 then forms active NF-κB dimers with RelB or other Rel proteins, which, once in the nucleus, bind a common DNA sequence motif known as the κB site and regulate the expression of genes crucial to the development and functions of lymphocytes [1,2].

Constitutive NF-κB2 signaling has been implicated in the pathogenesis of lymphomas. Several mechanisms have been identified wherein activation of NF-κB2 is uncoupled from its normal modes of regulation. Most of these mechanisms target upstream regulators, such as the NF-κB inducing kinase and IκB kinases [3,4]. Sustained NF-κB2 activation can also be caused by chromosomal translocations and rearrangements at the NF-κB2 locus, which occur in a variety of lymphoid malignancies including T-cell lymphoma, chronic lymphocytic leukemia, multiple myeloma, and B-cell lymphoma [5]. A cardinal feature of these genetic alterations is the generation of C-terminally truncated NF-κB2 mutants that lack various portions of the ankyrin-repeat domain [6-12]. To determine whether NF-κB2 mutation can directly initiate lymphomagenesis, we have generated transgenic mice with targeted expression in lymphocytes of p80HT, a lymphoma-associated NF-κB2 mutant [11,12]. These transgenic mice develop predominantly B-cell tumors, demonstrating that NF-κB2 mutations can have a causal role in lymphomagenesis [13].

Multiple myeloma (MM) is a common, incurable malignant tumor of plasma cells. Although much is known about individual genes and signaling pathways that are activated in MM cells, the interplay and connections between these genes and pathways that drive MM development are not well understood. Many MM cell lines have constitutively nuclear NF-κB activity and are sensitive to inhibitors of NF-κB signalling [14-16]. Recent studies have also shown that approximately 40% of MM cell lines and 17% of primary MM tumors have mutations in genes encoding regulators and effectors of NF-κB signaling, which result primarily in constitutive activation of the NF-κB2 pathway [6,17]. These findings provide genetic evidence for a critical role of NF-κB2 signaling in the pathogenesis of human MM. However, a causal relationship between aberrant activation of NF-κB2 signaling and the development of MM remains to be established. Also, it is unclear at the molecular and cellular levels how NF-κB2 signaling may drive the tumorigenic process.

In the present study, we conducted a detailed analysis of the tumors developed in p80HT mice. Our analysis revealed that approximately half of the tumors are plasma cell tumors that share some of the key pathological features of human MM. Gene expression profiling suggests that p80HT targets multiple cellular processes, including survival, proliferation and differentiation, to promote the development of plasma cell tumors.

## Methods

### Mice

p80HT transgenic mice carry the human p80HT coding sequence [11] under the control of an H-2K^b^ promoter and an immunoglobulin μ chain enhancer (pHSE3’ expression vector), which direct the transgene expression specifically in T and B lymphocytes [13,18]. The p80HT mice were generated and maintained on the C57BL/6 J x SJL/J background [13]. All animal studies were pre-approved by the Institutional Animal Care and Use Committee of Georgia Health Sciences University (GHSU).

### Histology and immunohistochemistry

Tumor samples were fixed in 10% neutral buffered formalin, embedded in paraffin, sectioned at 5 μm, and stained with Hematoxylin and Eosin (H&E). All tumor samples were examined microscopically in two independent laboratories. For immunohistochemical staining, tumor sections were deparaffinized, rehydrated, and treated with 10 mM citrate buffer (pH 6.0) at 95 °C for 25 min in water bath for antigen retrieval. After quenching of endogenous peroxidase activity with 3% H_2_O_2_ and blocking with normal rabbit serum, sections were incubated sequentially with rat anti-mouse CD138 (clone 281-2, 2.5 μg/ml, BD Pharmingen, San Diego, CA) overnight at 4 °C, biotinylated rabbit anti-rat IgG (Vector Laboratories, Burlingame, CA) 30 min at room temperature, and the ABC reagent kit (Vector Laboratories) 30 min at room temperature. The immunostaining was visualized with 3, 3′-diaminobenzidine (Sigma-Aldrich, St. Louis, MO). Section were then counterstained with Hematoxylin before being examined using a light microscope.

### Serum protein electrophoresis

Blood samples were collected into microtubes by tail bleeding and sera obtained by microfuge centrifugation for 5 min at 6,000 xg. Serum protein electrophoresis was conducted using a HYDRAGEL K-20 system according to the manufacturer’s instruction (Sebia, Norcross, GA).

### Bone analysis

For bone mineral density measurement and 3D morphometric analysis, collected femur and spine samples were scanned in a CT (computed tomography) system (Skyscan 1172, Skyscan, Aartlesaar, Belgium). Scanning was performed at an image pixel size of 36.65 μm. Reconstruction of the scanned images was done using a Skyscan Nrecon program. The reconstructed datasets loaded into Skyscan CT-analyzer software for measurement of bone mineral density and 3D morphometric parameters. Fifteen slices measuring 0.55 mm were chosen in femoral head and the body of a thoracic vertebra, and a standardized round region of interest of 1.13 mm diameter was identified along the those slices. The bone mineral density was measured in each region of interest after calibration with hydroxyl apatite phantoms of known density.

### Flow cytometry

Single-cell suspensions were prepared from the bone marrow of p80HT mice according to standard procedures. Red blood cells were lysed in ACK buffer (150 mM NH4Cl, 10 mM KHCO3, 0.1 mM EDTA, pH 7.3) and dead cells removed by passing through Lympholyte-M (Cedarlane Laboratories, Burlington, NC). The remaining cells were then stained with Phycoerythrin (PE)-conjugated rat anti-mouse CD138 (clone 281-2, 2.5 μg/ml, BD Pharmingen), sorted on a FACScan machine (BD Biosciences) and analyzed with FlowJo (Tree Star, Ashland, OR).

### Microarray

Splenic B cells were isolated from 1-year-old p80HT mice that were positive for serum M-protein and from their wild-type littermates (n = 3 per genotype) using rat anti-mouse B220 (RA3-6B2, BD Pharmingen) and magnetic beads (EasySep, Stemcell Technologies, Vancouver, BC, Canada), followed by total RNA extraction using Trizol reagent according to the manufacturer’s instructions (Invitrogen, Carlsbad, CA). RNA samples were quantified with a spectrophotometer (NanoDrop Technology, Wilmington, DE) and their quality was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA). RNA samples were further purified with an Ambion WT Expression kit (Life Technologies, Carlsbad, CA) and then run on the Mouse Gene 1.0ST microarray chip (Affymetrix, Santa Clara, CA). Chip hybridization, washing, and imaging were performed in the GHSU Cancer Center Genomics Core using Affymetrix protocols and software with .cel and .txt files generated. Data were normalized, significance determined by ANOVA and fold change was calculated with the Partek Genomics Suite (Partek Inc., St. Louis, MO). Preliminary microarray analysis was performed by the Bioinformatics Resource in the GHSU Cancer Center Genomics Core. Further analysis was done with Microsoft Excel (Redmond, Washington), DAVID [19], and Ingenuity Pathway Analysis (IPA Ingenuity® Systems http://www.ingenuity.com), with significance of ± 1.5 fold, and P < 0.01. Depending on the software application, filters were applied to duplicates, ESTs, probes with only family similarity and hypothetical proteins. The microarray data in this manuscript are in compliance to MIAME guidelines and have been deposited in the Gene Expression Omnibus at the National Center for Biotechnology Information and is accessible through GEO Series accession number GSE30080 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE30080).

### Quantitative reverse-transcription PCR (qRT-PCR)

Relative expression of mRNA was determined on the IQ5 Detection System (Bio-Rad, Hercules, CA) using either a SYBR Green (SA Biosystems, Frederick, MD) or a TaqMan gene expression assay kit (Life Technologies), according to the manufacturer’s instructions. Independent samples (n = 3-5) were assayed twice with each assay being conducted in triplicate. TaqMan assays were performed using the following specific primers after extraction by the RNeasy Mini Kit (Qiagen, Valencia, CA): CD27 Mm01185212_g1, Ccnd1 Mm00432359_m1, Ccnd2 Mm00438071_m1, IL-15 Mm00434210_m1 and Gapdh Mm03302249_g1. The following SYBR Green primers were used after Trizol extraction: survivin forward 5′-GCGGAGGCTGGCTTCA-3′, reverse 5′-CCTGGCTCTCTGTCTGTCCA-3′; IL-10 forward 5′-TGCTATGCTGCCTGCTCTTA-3′, reverse 5′-TCATTTCCGATAAGGCTTGG-3′. Normalized mRNA expression was calculated in comparison to control samples relative to Gapdh. Significance was determined by two-tailed Student *t* test (P < 0.05).

### Cell culture

Human MM cell lines RPMI-8226 (CCL-155, ATCC, Manassas, VA) and EJM were cultured in RPMI1640 with L-glutamine, 10% FBS and 25 μg/ml gentamicin, and H929 in RPMI1640 supplemented with 10% FBS, 1% penicillin/streptomycin and 50 μM β-mercaptoethanol. All cell lines were cultured in humidified air at 37 °C and 5% CO_2_. For blocking Stat3 activity, S3I-201 (BioVision, Milpitas, CA) was dissolved in DMSO and 100 mM stock solution was prepared. The MM cell lines were treated with S3I-201 at the final concentrations of 50, 100, or 200 μM. DMSO (0.05-0.2%) was used as negative control (untreated). Trypan blue exclusion assays were performed to quantify the numbers of viable and dead cells at various time points following S3I-201 treatment.

### Immunoblotting

Cells were suspended in standard SDS sample buffer and protein concentrations were determined using a protein assay kit (Bio-Rad, Hercules, CA) with bovine serum albumin as reference. Proteins (50 μg) were separated on SDS-polyacrylamide gels, transferred to nitrocellulose membranes, and probed with the following primary antibodies: mouse anti-cyclin D1 (sc-20044, 1:200, Santa Cruz Biotechnology, Santa Cruz, CA), rabbit anti-cyclin D2 (#2924, 1:1000, Cell Signaling, Danvers, MA), rabbit anti-Stat3 (sc-482, 1:1000, Santa Cruz Biotechnology), rabbit anti-phospho-Stat3-Tyr705 (clone D3A7, #9145, 1:2000, Cell Signaling), mouse anti-survivin (clone D8, sc-17779, 1:100, Santa Cruz Biotechnology), and mouse anti-α-tubulin (B-5-1-2, 1:5000; Sigma-Aldrich). Horseradish peroxidase-conjugated goat anti-mouse and goat anti-rabbit IgG (Santa Cruz Biotechnology) were used as secondary antibodies. Proteins were visualized using a SuperSignal West Pico chemiluminescence kit (Pierce, Rockford, IL).

## Results

### p80HT mice develop B-cell and plasma cell tumors

Our previous study has shown that p80HT transgenic mice develop predominantly B-cell tumors, as demonstrated by B220 immunohistochemistry staining and antigen-receptor gene rearrangements at the immunoglobulin heavy chain μ locus [13]. B-cell malignancies are a diverse group of B-cell lymphomas and leukemias, including B-lineage acute lymphoblastic leukemia, chronic lymphocytic leukemia, small lymphocytic lymphoma (also called small B-cell lymphoma), Burkitt’s lymphoma, follicular lymphoma, diffuse large B-cell lymphoma, MM, and plasmablastic lymphoma. A detailed histological examination of 12 tumor samples from the previous study [13] revealed that half of them (6/12) were plasma cell tumors, three were small B-cell lymphomas, two were diffuse large B-cell lymphomas, and one was T-cell lymphoma (Figure 1A). Immunohistochemistry staining for CD138, a marker for plasma cells, confirmed the accumulation of plasma cells in the tumors (Figure 1B and 1C for representative tumor samples). One of the three available bone marrow samples from the p80HT mice with plasma cell tumors showed an excess of bone marrow plasma cells (Figure 1C). Thus, p80HT mice develop three major types of B-lineage lymphomas.

**Figure 1:**
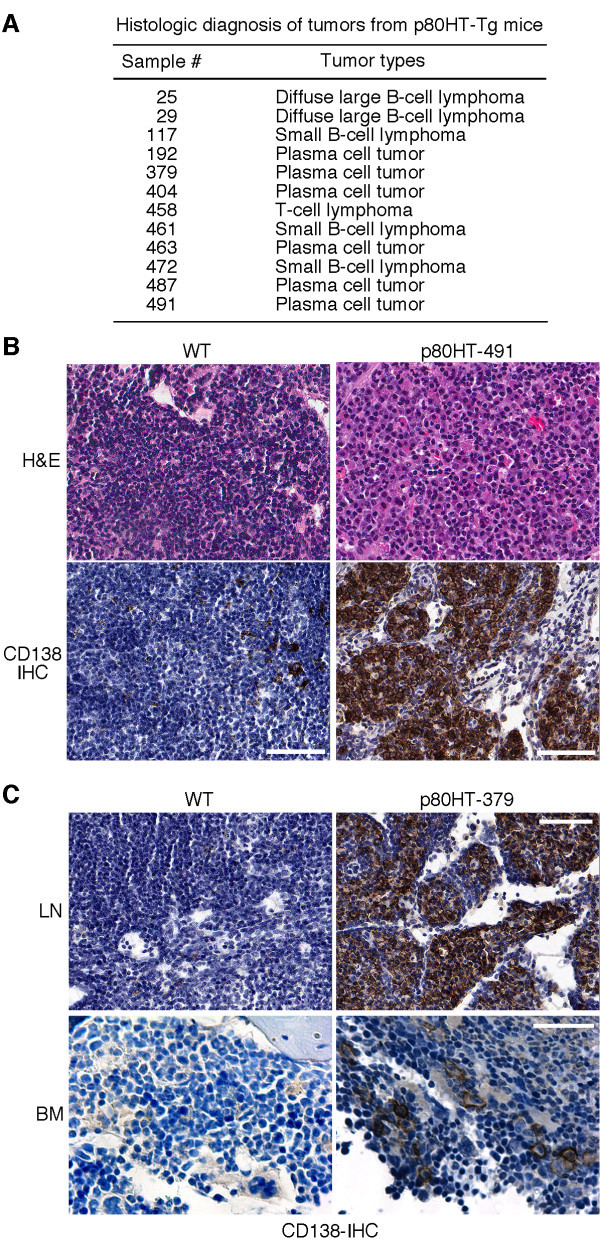
**Development of plasma cell tumors in p80HT mice.** (**A**) A summary of histological examination of tumor samples (lymph nodes) from p80HT mice. (**B**) Hematoxylin and Eosin (H&E) and CD138 immunohistochemistry staining (CD138-IHC) of the lymph node from a wild-type (WT) mouse and a representative tumor sample from the p80HT mouse #491. The tumor sample shows nodules of plasma cells expressing CD138. (**C**) CD138 immunohistochemistry staining showing accumulation of plasma cells in both the tumor (LN) and bone marrow (BM) samples from the p80HT mouse #379. Scale bars, 50 μm.

In light of the recent findings suggesting an important role of NF-κB2 signaling in the pathogenesis of human MM [6,17], we characterized the mouse plasma cell tumors to determine to what extent they recapitulate human MM, which is characterized by a marked increase in the bone marrow plasma cell content (>10% of the total bone marrow cellularity), monoclonal proliferation of plasma cells as indicated by the production of M-protein in the serum, osteolytic bone lesions and/or osteoporosis, and other related organ damages [20]. We collected serum samples from 25 p80HT mice at 1 year of age and serum protein electrophoresis showed that 10 of the samples (40%) contained M-protein, which was seen as a dense band or peak (M-spike) within the γ globulin region of serum proteins on an agarose gel (Figure 2A for representatives). Three of the 10 M-protein-positive p80HT mice were sacrificed for gene expression profiling (see below) and the remaining 7 mice were monitored for tumor development. Five of the 7 p80HT mice developed plasma cell tumors and became moribund within one and half years, and two of them (#6698 and #7453) had a marked increase in the bone marrow plasma cell content (>10% of the total bone marrow cellularity) compared with <2% for their WT littermates (Figure 2B). X-ray examination and bone mineral density assay revealed that bone samples from the 5 moribund p80HT mice had lytic bone lesions (Figure 2C) and a significant decrease in bone mineral density compared to the bone samples form age- and sex-matched WT littermates (Figure 2D). Together, these data demonstrate that plasma cell tumors developed in p80HT mice share key pathological features of human MM.

**Figure 2:**
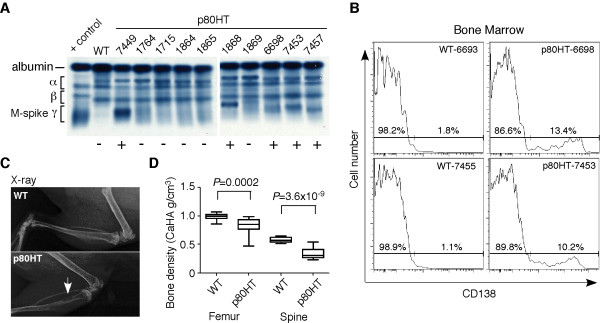
**Characterization of plasma cell tumor development in p80HT mice.**(**A**) Serum protein electrophoresis showing the presence of M-protein (+) in serum samples from p80HT mice, which is seen as a dense band or peak (M-spike) within the γ globulin region of serum proteins on an agarose gel. A pool of serum samples from patients with hypergammaglobulinemia was used as positive control. The positions of albumin and different globulin components of the serum are indicated. (**B**) Flow cytometry analysis of CD138+ plasma cell content in bone marrow samples from the #6698 and #7453 p80HT mice and their WT littermates. The bone marrow plasma cell content in both p80HT mice was more than 10%, a key criterion of MM. (**C**) X-ray on femurs and tibias from a p80HT mouse and its WT littermate. The arrow points to an area of lytic bone lesion. (**D**) Bone density analysis showing a significant reduction in bone mineral density in p80HT mice compared to age- and sex-matched WT mice (n = 5 per genotype). Data were analyzed using two-tailed Student’s *t*-test with *P* values indicated.

### Gene expression profiling of B cells from p80HT mice

To gain a molecular understanding into the oncogenic activity of p80HT in plasma cell tumor development, we examined the gene expression profile of B cells isolated from 1-year-old p80HT mice that were positive for serum M-protein and from their wild-type littermates (n = 3 per genotype). 

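RNA of splenic B cells, selected on magnetic beads through B220 (a form of CD45 that most mouse B cells carry), was measured for 3 p80HT mice and 3 WT littermates, all 1 year old. Each mouse has 1 Affymetrix Mouse Gene 1.0 ST array, read in 1 colour. The mice carry a human coding sequence for p80HT, and the mouse's own Nfkb2 was 10.69 ± 0.16 (log2 signal, mean ± SD, n = 3) in p80HT and 10.86 ± 0.07 in WT. T cell transcripts were also higher on the p80HT arrays: of 20 measured T cell genes, 5 rose, none fell and 15 did not pass, and 14 were higher at an adjusted p under 0.05 when adjusted over the list alone, against 0 over all genes tested. Cd3e, a chain of the T cell receptor complex, rose by 1.74 (log2), a call that was lost without WT replicate 1 (1.64). The list's median was 1.16 (camera adjusted p = 5.93e-15, adjusted p = 0.263 with an estimated correlation), and 0.65 without p80HT replicate 3. Without that array 15 of the 20 rose and 14 were higher over all genes. The array of p80HT replicate 3 stands apart. Across genes, which are not independent replicates, its correlation with the other 5 arrays is 0.914 to 0.925, while these correlate with each other at 0.981 or above. It holds transcripts of salivary and lacrimal glands that the other 5 lack: Pip is at 13.70 and Amy1 at 13.50 (log2) on it, and at most 5.51 and 5.95 on the others, near background (genes singled out after their values were seen). The authors' values are log2 probeset signals from RMA in Partek, with medians between 7.68 and 7.81 on the 6 arrays. Of 28853 probesets, 21789 carry exactly 1 gene symbol, and each of 19938 genes is read at its probeset with the highest mean. The groups were compared with limma. A gene is said to rise or fall where it passes the study's own threshold, 1.5-fold with an unadjusted p under 0.01. Beside it stands the count at a Benjamini-Hochberg adjusted p under 0.05. For a single value, an exact permutation test of 3 against 3 arrays cannot give a p below 0.10.

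**Figure D1:**
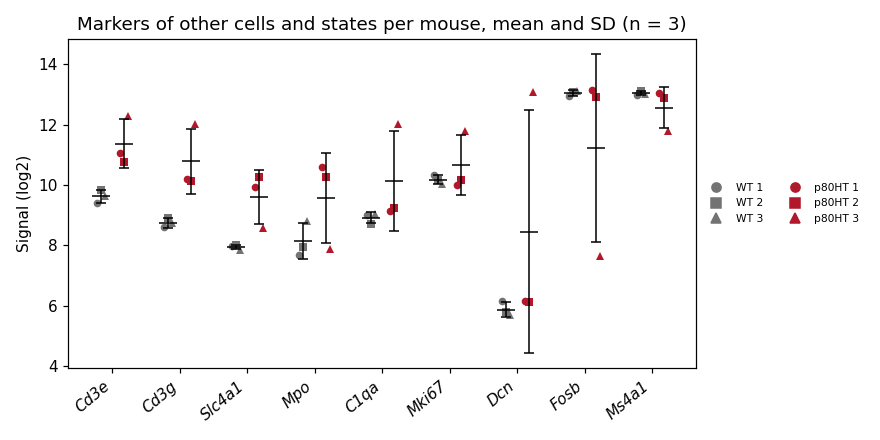
Log2 signal (vertical axis) of marker genes of other cell types and states and of the B cell gene Ms4a1, 1 point per mouse with group mean and SD (n = 3). Cd3e and Cd3g are higher on all 3 p80HT arrays than on any WT array, and p80HT replicate 3 (triangles) lies apart from the other mice for Dcn, C1qa and Fosb.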

We focused on B cells based on the reasoning that identification of genes activated in these plasma cell precursors might shed light on the molecular and cellular processes that drive the development of plasma cell tumors. 

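In p80HT B cells, 243 of 19938 genes rose and 193 fell. The largest rises were Gm5486, at 9.52 ± 0.21 (log2, SD, n = 3) against 6.96 ± 0.12 in WT, Gzmk, a granzyme of cytotoxic lymphocytes (log2 fold change 2.07), Cd3g, a T cell receptor chain (2.03), and Fcgr4, a receptor for IgG on myeloid cells (1.92), besides Penk, Il15, Il10, Ehf, Cd80 and B4galt6. The largest falls were the kinase gene Plk2 (-2.72), Rgs13, a G protein regulator of germinal centre B cells (-2.44), the clock gene Ciart (-2.09), Tsga13 (-2.01), Plaur, the urokinase receptor (-1.99), and Pxdc1 (-1.79), besides Vpreb3, Hes1, Zfp608 and Cecr2. Rgs13 on p80HT replicates 1 and 2 (5.21 and 5.59) and Tsga13 on p80HT replicate 3 (4.86) lie near background. The size of the Rgs13 fall may therefore be a lower bound, while the low Tsga13 value on p80HT replicate 3 enlarges its mean fall. Without that array, Plk2 was at -1.89, Ciart at -1.40, Tsga13 at -1.33, Plaur at -1.38 and Pxdc1 at -1.21, each still past the threshold. Gzmk (1.55), Cd3g (1.41) and Fcgr4 (1.40) passed as well and were also closer to WT. Gm5486 (2.67) and Rgs13 (-3.15) passed and were further from WT. At an adjusted p under 0.05 in limma, 10 genes were higher and 1 was lower: Gm5486, Ehf, Cd80, Nt5e, Afdn, B4galt6, Penk, Cd300lf, Il15 and Gpr31b were higher and Cd36 was lower, each with all 3 p80HT arrays on the same side of all 3 WT arrays. All 436 genes past the study's threshold have groups that do not overlap, as do 20.8% of all genes, where chance gives 10%. Of the genes named here for their fold, Gm5486 and Gzmk kept their calls without any 1 array. Cd3g lost its call without WT replicate 1 (1.96), 2 (2.12) or 3 (2.03). Fcgr4 did so without WT replicate 2 (1.89) or 3 (1.84), Plk2 without WT replicate 1 (-2.71), 2 (-2.74) or 3 (-2.72), and Rgs13 without WT replicate 1 (-2.55) or 2 (-2.29) or p80HT replicate 2 (-2.18). Ciart lost its call without WT replicate 1 (-2.20), 2 (-2.09) or 3 (-1.99), Tsga13 without WT replicate 1 (-2.12), 2 (-1.94) or 3 (-1.95), with -1.33 without p80HT replicate 3, Plaur without WT replicate 1 (-1.96), 2 (-1.93) or 3 (-2.06), and Pxdc1 without WT replicate 1 (-1.84), 2 (-1.66) or 3 (-1.87). The total was 206 without WT replicate 2, 220 without WT replicate 3 and 691 without p80HT replicate 3, and without WT replicate 1 the split was 158 higher and 231 lower. The corrected count was 931 without p80HT replicate 3 and 0 in limma without any other array, where 859 to 2266 genes had an unadjusted p under 0.05. With each array centred on its median, which moves the median log2 fold change of all genes from -0.02 to -0.12, 183 genes were higher and 342 lower.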

Microarray analysis identified a total of 201 genes that were significantly changed (± 1.5 fold, and P < 0.01), with 126 being upregulated and 75 downregulated (Additional file 1: Table S1). 

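Of the genes that head the study's list by fold, those that rose in p80HT B cells include Penk, the precursor of enkephalin peptides (9.83 ± 0.49 against 7.30 ± 0.13 in WT, log2, SD, n = 3), the ganglioside enzyme gene B4galt6 (log2 fold change 1.89), the transcription factor gene Ehf (1.88), Pmepa1, a restrainer of TGF-β signalling (1.68), and Csf2rb, a receptor chain for IL-3, IL-5 and GM-CSF (1.52). Ikzf2, a transcription factor of T cells and other lymphocytes, rose by 1.48. Those that fell include Vpreb3, a protein of immature B cells (-1.98), Hes1, a repressor induced by Notch (-1.92), Zfp608 (-1.83), Satb1, an organiser of chromatin (-1.24), and Smad7, an inhibitor of TGF-β signalling (-1.02). Cd36, a fatty acid receptor, fell by 1.48 on the log2 scale. Of the 40 genes on that list, 35 are measured here. Of these, 17 rose and 18 fell, and 8 pass an adjusted p under 0.05 in limma. Without p80HT replicate 3, where 931 of all genes pass it, all 35 do. The study chose the list on these samples, so this is not independent evidence. Vpreb3 was the only member to fall among 11 measured genes of immature and precursor B cells, of which 10 did not pass and none rose, with 1 lower when adjusted over the list alone and none over all genes (median -0.16, camera adjusted p = 0.0214, adjusted p = 0.421 with an estimated correlation). That call was lost without WT replicate 3 (adjusted p = 0.0786) and without p80HT replicate 3 (adjusted p = 0.128, median -0.05), and without Vpreb3, which the study chose on these arrays (adjusted p = 0.139). Hes1 was alone in falling among 7 Notch genes, with none higher and 6 not past. Adjusted over the list alone 1 was lower, and none over all genes. The Notch list was not called (median -0.16, camera adjusted p = 0.172), and its median was 0.01 without p80HT replicate 3. Of 10 platelet genes, Itgb3, an integrin chain, fell (-1.11), none rose and 9 did not pass. The list was not called (median 0.15, camera adjusted p = 0.134) except as higher without p80HT replicate 3 or without Itgb3. Without that array its median was 0.27 (camera adjusted p = 0.0328, and 0.506 with an estimated correlation). Without Itgb3 the adjusted p by these tests was 0.0182 and 0.394. Red cell genes moved as well. Of 11 measured, 3 rose, none fell and 8 did not pass, with 3 higher when adjusted over the list alone and none over all genes. Alas2, the haem synthesis enzyme of red cells, rose by 1.30 and the water channel gene Aqp1 by 1.13. Slc4a1, the anion exchanger of red cells, rose by 1.65, a call lost without WT replicate 1 (1.67), 2 (1.68) or 3 (1.61) or p80HT replicate 1 (1.48) or 2 (1.32). The erythroid median was 0.54 (camera adjusted p = 7.73e-07, adjusted p = 0.263 with an estimated correlation) and 0.83 without p80HT replicate 3.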

The top 20 up- and downregulated genes were tabulated by fold change (Table 1), and Gene Ontology (GO) analysis for biological functions revealed that many of these genes are involved in regulation of lymphocyte development, proliferation and apoptosis. We further analyzed the 201 p80HT-regulated genes by the gene annotation enrichment analysis tools DAVID and IPA. DAVID identifies the over-representation of GO terms [19], and IPA assigns biological functions to differentially expressed genes and groups them according to the biological processes in which they function (Ingenuity). The top GO biological process identified by DAVID analysis is regulation of cell proliferation (Figure 3A) and the p80HT target genes associated with the process are listed in Table 2. Many of these genes are also present in the top network identified by IPA (Figure 3B). Together, these analyses revealed a network of p80HT target genes with functional significance in the pathogenesis of MM by regulation of the differentiation, proliferation and apoptosis of plasma cells and/or MM cells.

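Of the 22 genes listed under cell proliferation, 21 are measured here. Of these, 18 rose and 3 fell, and 2 pass an adjusted p under 0.05 in limma. With p80HT replicate 3 left out, where 931 of all genes pass it, all 21 do. The study chose them on these samples, so this is not independent evidence. Raised members include Cd9, a tetraspanin of marginal zone B cells (9.94 ± 0.17 against 8.80 ± 0.26 in WT, log2, SD, n = 3), the integrin gene Itgb1 (log2 fold change 1.10), the hydroxylase gene Asph (1.11), Prox1, a transcription factor of lymphatic endothelium (0.91), and the phospholipase gene Plcd3 (1.26). On the WT arrays Prox1 lies between 6.15 and 6.43, close to background. Gata3 (1.08) and Bcl11b (0.94), transcription factors of T cells, rose where the T cell list is also higher. That list was not called by camera with an estimated correlation (adjusted p = 0.263). Its member Cd3d was at 1.29 and, without p80HT replicate 3, at 0.62. Gdf11, a TGF-β family ligand, fell (-1.20). Alox8 (0.63) lost its call without WT replicate 2 (0.62) or 3 (0.61) or p80HT replicate 3 (0.57), Fgf16 (0.67) without WT replicate 2 (0.62) or 3 (0.61) or p80HT replicate 1 (0.63) or 2 (0.65), and Atpif1 (0.67) without WT replicate 3 (0.64). Bcl6, the repressor that maintains germinal centre B cells, fell by 0.65 on the log2 scale, a call lost without WT replicate 2 (-0.64) or 3 (-0.62) or p80HT replicate 2 (-0.56). Of 9 germinal centre genes, none rose, 3 fell and 6 did not pass, with 4 lower when adjusted over the list alone and none over all genes. The other member beside Rgs13 was Neil1, a DNA glycosylase (-1.09), whose call was lost without WT replicate 1 (-1.16), 2 (-1.01) or 3 (-1.11). Their median was -0.65 (camera adjusted p = 0.00183, adjusted p = 0.263 with an estimated correlation). The measured genes of S, G2 and M phase form a further list. Of 27, none rose, 1 fell and 26 did not pass, with none higher and 1 lower when adjusted over the list alone and none over all genes. The member that fell is Cenpa, the histone of centromeres (-0.63), and its call was lost without WT replicate 3 (-0.60) or p80HT replicate 2 (-0.56). The list's median was 0.36, called higher (camera adjusted p = 0.00561, adjusted p = 0.638 with an estimated correlation). Without p80HT replicate 3 its median was -0.13 and it was called lower (adjusted p = 0.00691), a call lost with an estimated correlation (0.506) or fry (0.159). Macrophage genes were higher too: of 20, 2 rose, none fell and 18 did not pass, with 1 higher when adjusted over the list alone and none over all genes. Their median was 0.82 (camera adjusted p = 1.19e-07, adjusted p = 0.263 with an estimated correlation), and 0.29 without p80HT replicate 3. The 2 that rose are Vsig4, a complement receptor (0.62), and Adgre1, a surface marker of macrophages (0.72). The call of Adgre1 was lost without WT replicate 1 (0.70), 2 (0.72) or 3 (0.75) or p80HT replicate 1 (0.68) or 2 (0.57). Vsig4 is close to background on all arrays (5.67 to 5.76 in WT and 6.25 to 6.36 in p80HT). Cd9 was alone in rising among 9 marginal zone genes, none of which fell while 8 did not pass, 1 being higher when adjusted over the list alone and none over all genes. That list was not called (median -0.05, camera direction up, adjusted p = 0.785). Without p80HT replicate 3 its median was 0.06, with 2 genes risen and 1 fallen, and it was not called either (camera adjusted p = 0.724).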

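Several of the network's genes changed in p80HT B cells. Pawr, a pro-apoptotic regulator, rose (8.32 ± 0.08 against 7.48 ± 0.14 in WT, log2, SD, n = 3), as did Sox5, a transcription factor (log2 fold change 0.68), and Zbtb32, a repressor of memory B cells (1.04). Slamf1, a receptor on lymphocytes, fell (-0.96), and so did Irak3, a brake on Toll-like receptor signalling (-0.85). Cd86, the second ligand of CD28, did not pass (-0.35, and 0.06 without p80HT replicate 3), nor did Hmcn1, an extracellular matrix gene, at its brightest probeset (0.05). Of its other probesets, 1 passes (0.69). Of 23 measured genes that the text and Figure 3 name, 13 rose, 3 fell and 7 did not pass, and 2 pass an adjusted p under 0.05 in limma. With p80HT replicate 3 left out, where 931 of all genes pass it, 17 of the 23 do. The 23 were chosen on the same samples, so the counts are not independent evidence. The NF-κB pathway and its targets form a list of their own. Of 28 measured members, 4 rose, none fell and 24 did not pass, with 4 higher when adjusted over the list alone and 1 over all genes. Besides Cd80 they are Ccl5, a chemokine made by T and NK cells (1.36), Traf1, and Cflar, an inhibitor of caspase-8 (0.67). Ccl5 lost its call without WT replicate 1 (1.30) or 2 (1.33), and Cflar without WT replicate 1 (0.52) or 3 (0.72) or p80HT replicate 1 (0.63). The subunit genes Rel (-0.68) and Relb (-0.43) did not pass. Their RNA does not show whether the NF-κB proteins were active. The list was not called (median 0.11, camera adjusted p = 0.0637, adjusted p = 0.421 with an estimated correlation). It was called higher without WT replicate 2 (adjusted p = 0.0299), WT replicate 3 (adjusted p = 0.00705) or p80HT replicate 2 (adjusted p = 0.0235). So it was with the replicate number as a block (adjusted p = 0.0321), and after quantile normalization (adjusted p = 0.00744) or median centring (adjusted p = 0.0143). Without the genes that the study names, the other 24 have a median of 0.11 and are not called (camera adjusted p = 0.313).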

**Table 1:** Top 20 up and downregulated genes in p80HT B cells

**Gene**	**RefSeq**	**Fold**	***P*value**	**Gene ontology/biological function**
Penk	NM_001002927	5.77	0.00098	Neuropeptide signaling pathway
Hbb-b1	NM_008220	4.87	0.00662	Positive regulation of cell proliferation
IL-15	NM_008357	4.57	0.00112	Lymph node development
Lphn2	NM_001081298	4.06	0.00248	G-protein coupled receptor protein signaling pathway
IL-10	NM_010548	4.02	0.00715	Immune response/regulation of gene expression
Hba-a2	NM_001083955	3.95	0.00213	Oxygen transport
Hba-a1	NM_008218	3.74	0.00248	Oxygen transport
B4galt6	NM_019737	3.72	0.00044	Galactosyltransferase activity
Ehf	NM_007914	3.67	0.00004	Positive regulation of transcription, DNA-dependent
CD80	NM_009855	3.65	0.00156	Positive regulation of peptidyl-tyrosine phosphorylation
Dmxl2	NM_172771	3.61	0.00185	Rab GTPase binding
Ryk	NM_013649	3.24	0.00229	Wnt receptor signaling pathway
Pmepa1	NM_022995	3.21	0.00149	Protein binding
Mllt4	NM_010806	2.95	0.00013	Cell adhesion/signal transduction
Csf2rb	NM_007780	2.88	0.00081	Cytokine-mediated signaling pathway
Ikzf2	NM_011770	2.78	0.00628	Regulation of transcription
Nt5e	NM_011851	2.77	0.00001	AMP catabolic process
Plscr1	NM_011636	2.75	0.00348	Response to virus
Tnfsf8	NM_009403	2.68	0.00839	Immune response
Ccnd2	NM_009829	2.58	0.00868	Regulation of cell cycle
Vpreb3	NM_009514	-3.95	0.00584	Pre-B cell receptor (BCR) signals
Hes1	NM_008235	-3.78	0.00235	Negative regulation of transcription
Rapgef4	NM_019688	-3.58	0.00435	Regulation of protein amino acid phosphorylation
Zfp608	NM_175751	-3.55	0.00982	Zinc ion binding
Cecr2	NM_001128151	-3.19	0.00535	Apoptosis
Tmem108	NM_178638	-3.02	0.00574	Tramsmembrane protein
CD36	NM_001159557	-2.79	0.00040	Positive regulation of cell-matrix adhesion
D8Ertd82e	NM_172911	-2.55	0.00168	Protein amino acid phosphorylation
Treml2	NM_001033405	-2.47	0.00796	T cell activation
Slc6a16	XM_914689	-2.41	0.00426	Solute carrier
Hist3h2a	NM_178218	-2.40	0.00475	Nucleosome assembly
Satb1	NM_009122	-2.36	0.00289	Negative regulation of transcription
Rftn2	NM_028713	-2.33	0.00548	Raftlin Family
Gad1	NM_008077	-2.32	0.00184	Carboxylic acid metabolic process
Gdf11	NM_010272	-2.30	0.00225	Negative regulation of cell proliferation
Itgb3	NM_016780	-2.16	0.00482	Integrin-mediated signaling pathway
Acsf2	NM_153807	-2.13	0.00050	Fatty acid metabolic process
Zfp69	NM_001005788	-2.05	0.00718	Regulation of transcription, DNA-dependent
Pip5k1b	NM_008846	-2.05	0.00710	Phosphatidylinositol metabolic process
Smad7	NM_001042660	-2.03	0.00463	Negative regulation of transcription

**Figure 3:**
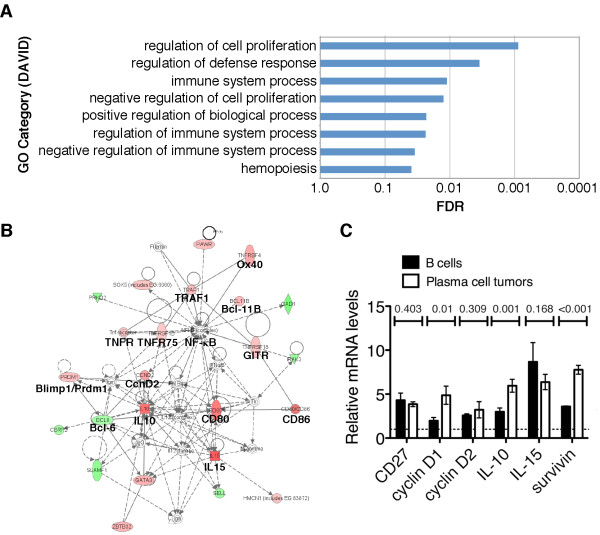
**Gene expression profiling.** (**A**) DAVID gene annotation enrichment analysis showing p80HT-regulated genes associated with various GO biological processes (FDR < 0.05). (**B**) Ingenuity pathway analysis of the same microarray data showing a network of genes relevant to human MM pathogenesis. Red indicates a significant increase in expression, green a significant decrease. Color intensity is proportional to fold change. Solid and dashed lines indicate a direct and indirect relationship, respectively. (**C**) qRT-PCR analysis of mRNA levels for CD27, cyclin D1, cyclin D2, IL-10, IL-15 and survivin in plasma cell tumor samples (n = 5) and p80HT B cells (n = 3) relative to those in wild-type B cells (n = 3, dashed line). Error bars represent the mean ± SEM of the measurements of two independent experiments with each being performed in triplicate.

**Table 2:** Regulation of cell proliferation

**Gene**	**RefSeq**	**Fold**	***P*value**
IL-15	NM_008357	4.57	0.00112
IL-10	NM_010548	4.02	0.00715
CD80	BC131959	3.65	0.00156
Ccnd2	NM_009829	2.58	0.00868
Tnfrsf4	NM_011659	2.39	0.00929
Plcd3	NM_152813	2.39	0.00910
CD9	NM_007657	2.21	0.00310
Asph	NM_023066	2.16	0.00151
Adora2a	NM_009630	2.14	0.00528
Itgb1	NM_010578	2.14	0.00429
Gata3	NM_008091	2.11	0.00487
Bcl11b	NM_001079883	1.92	0.00680
CD28	NM_007642	1.90	0.00041
Prox1	NM_008937	1.89	0.00295
Pawr	NM_054056	1.79	0.00086
Fgf16	NM_030614	1.59	0.00730
Atpif1	NM_007512	1.59	0.00355
Alox8	NM_009661	1.55	0.00337
Vsig4	NM_177789	1.54	0.00016
Bcl6	NM_009744	-1.57	0.00687
Gdf11	NM_010272	-2.30	0.00225
Hes1	NM_008235	-3.78	0.00235

IL-10 (+4.02 fold, P = 0.007) promotes the proliferation and survival of MM cells [21], and cooperates with CD27 (+3.23 fold, P = 0.038) in driving the differentiation of B-cells to plasma cells [22]. 

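Il10, which encodes the cytokine IL-10, rose in p80HT B cells to 8.96 ± 0.62 (log2, SD, n = 3) from 6.95 ± 0.29 in WT, a log2 fold change of 2.01 with every p80HT array above every WT array (limma adjusted p = 0.119). It kept its call without any 1 array. Cd27, a TNF receptor of memory B cells, plasma cells and T cells, was 10.30 ± 0.92 against 8.61 ± 0.25, with p80HT replicate 3 the highest. Its log2 fold change of 1.69 passed the study's threshold in limma with all 6 arrays, but not with its spread taken from its own 6 values as in the methods, and the call was lost without WT replicate 1 (1.54), 2 (1.76) or 3 (1.77). T cell transcripts are higher on the same arrays, with Il7r at 1.62 and, without p80HT replicate 3, 0.87. Of 19 measured genes of the IL-10 and Stat3 pathway, 4 rose, none fell and 15 did not pass, with 4 higher and none lower when adjusted over the list alone and none over all genes. The receptor chain Il10ra (-0.33), Stat3 (0.18) and its target Socs3 (0.05) did not pass. The paper follows Stat3 activity through phosphorylation of the protein, which the arrays do not measure. The list's median was 0.15 (camera adjusted p = 0.0159, adjusted p = 0.263 with an estimated correlation), a call lost without WT replicate 1 (adjusted p = 0.0893) or p80HT replicate 1 (adjusted p = 0.0555). The study chose all 4 risers on these arrays, and without the genes it names the other 13 have a median of 0.02 and are not called (adjusted p = 0.691, direction down).

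**Figure D2:**
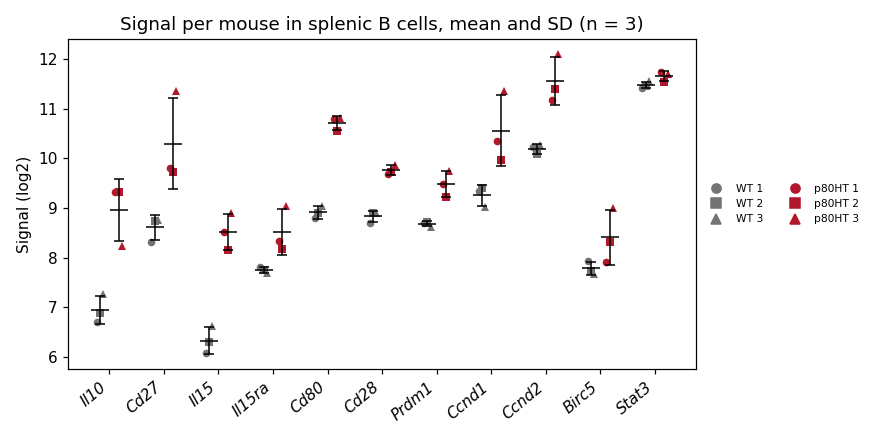
Log2 signal (vertical axis) of 11 genes that the study discusses, 1 point per mouse, with group mean and SD (n = 3 WT in grey, n = 3 p80HT in red). Il10 lies between 8.24 and 9.32 in p80HT and between 6.70 and 7.26 in WT. For Stat3 the group means differ by 0.18, in RNA and not in activity of the protein.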

IL-15 (+4.57-fold, P = 0.001) has been shown to increase proliferation and inhibit apoptosis in both MM cell lines and primary MM cells [23]. 

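Il15 was 8.52 ± 0.37 (log2, SD, n = 3) in p80HT B cells and 6.33 ± 0.27 in WT, with all 3 p80HT arrays above all 3 WT arrays (log2 fold change 2.19, limma adjusted p = 0.0431). It kept its call by the study's threshold without any 1 array, though the adjusted p was above 0.05 without each array other than p80HT replicate 3. The WT values of Il15 are close to background, so its fold may be a lower bound. Il2rb, the receptor chain that IL-15 shares with IL-2, rose by 1.63. T and NK cells carry this chain, and their transcripts were higher on the same arrays. Of 12 NK cell genes, 2 rose, none fell and 10 did not pass, with 2 higher when adjusted over the list alone and none over all genes. Nkg7, a protein of cytotoxic granules, rose by 1.31, a call lost without WT replicate 1 (1.37) or 2 (1.19) or p80HT replicate 1 (1.33), and the other member is Ccl5. The NK list's median was 0.47 (camera adjusted p = 9.54e-05, adjusted p = 0.335 with an estimated correlation), and 0.34 without p80HT replicate 3. Of 5 measured genes of the IL-15 pathway, 2 rose, none fell and 3 did not pass, and 3 were higher when adjusted over the list alone, against 1 over all genes. Stat5a (0.01) and Stat5b (-0.22), which act downstream of the receptor, did not pass. These RNA values do not show whether the proteins were active. The pathway's median was 0.77 (camera adjusted p = 0.00141, adjusted p = 0.263 with an estimated correlation), and 0.50 without p80HT replicate 3. Without Il15 and Il15ra, which the study names from these arrays, the other 3 are not called (adjusted p = 0.313).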

CD80 (+3.5 fold, P < 0.001) interacts with its ligand CD28 (+1.9 fold, P < 0.001) to promote the survival and proliferation of MM cells [24,25]. 

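Cd80 rose to 10.72 ± 0.14 (log2, SD, n = 3) from 8.91 ± 0.12, with every p80HT array above every WT array (log2 fold change 1.81, limma adjusted p = 0.0173). Its second probeset gives 1.87. Cd28, which T cells and plasma cells express, was 9.76 ± 0.10 against 8.83 ± 0.11 (log2 fold change 0.92, limma adjusted p = 0.0827). Both kept their calls by the study's threshold without any 1 array, while the adjusted p of Cd80 was above 0.05 without each array other than p80HT replicate 3. Icos, a T cell receptor of the same family, was higher without passing (1.56, and 0.89 without p80HT replicate 3). Of 12 co-stimulation genes, 3 rose, 1 fell and 8 did not pass, with 5 higher and 2 lower when adjusted over the list alone, and 1 over all genes. Ctla4, an inhibitory receptor for CD80, rose by 1.27. Icosl, the ligand of ICOS on B cells, fell to 10.09 ± 0.41 from 11.09 ± 0.27, a call lost without WT replicate 2 (-0.89) or 3 (-0.97). The co-stimulation median was 0.31 (camera adjusted p = 0.00276, adjusted p = 0.221 with an estimated correlation), a call lost without the 3 genes that the study names (adjusted p = 0.139). Cd80 is also a marker of memory B cells. Of 11 genes of memory and age-associated B cells, 5 rose, none fell and 6 did not pass, and 9 were higher when adjusted over the list alone, 2 over all genes. Nt5e, the CD73 enzyme (1.47), S100a6, a calcium-binding protein (1.13), and Fcrl5, an Fc receptor-like protein (1.06), rose with it. The memory list's median was 1.04 (camera adjusted p = 1.09e-13, adjusted p = 0.11 with an estimated correlation). The study chose all 5 risers on these arrays, so they are not independent evidence. The other 6 have a median of 0.66, none past the threshold (camera adjusted p = 0.000177, adjusted p = 0.347 with an estimated correlation).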

Blimp1/Prdm1 (+1.7 fold, P = 0.007) is a transcriptional repressor required for the formation and maintenance of mature plasma cells [26]. 

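Prdm1, which encodes Blimp1, was 9.48 ± 0.27 (log2, SD, n = 3) in p80HT B cells and 8.68 ± 0.05 in WT. It rose by 0.80 with the groups apart on all arrays (limma adjusted p = 0.181) and kept its call without any 1 array. Other plasma cell genes did not pass: Xbp1, a regulator of secretion (0.33), Irf4, a regulator of plasma cell fate (-0.78), Sdc1, which encodes CD138 (0.26), and Jchain, the joining chain of secreted IgM and IgA (-0.08). Sdc1 was at 0.06 without p80HT replicate 3. The cells were selected through B220 as B cells, which the paper treats as plasma cell precursors. These values therefore cannot show how many plasma cells the mice formed. Of 18 measured plasma cell genes, 1 rose, none fell and 17 did not pass, with 1 higher when adjusted over the list alone and none over all genes. The median was 0.18, and 0.08 without p80HT replicate 3. The list was called higher (camera adjusted p = 0.0159, adjusted p = 0.421 with an estimated correlation), a call lost without WT replicate 1 (adjusted p = 0.106), p80HT replicate 2 (adjusted p = 0.0742) or p80HT replicate 3 (adjusted p = 0.347), or without the genes that the study names (adjusted p = 0.0893). Secreting cells also use the unfolded protein response. Of its 18 genes, none rose, 1 fell and 17 did not pass, with 1 lower when adjusted over the list alone and none over all genes. The member that fell is Ddit3, the stress factor CHOP (-1.52). That list was not called (median -0.05, camera adjusted p = 0.691) except as lower without p80HT replicate 3 (adjusted p = 0.0266, and 0.506 with an estimated correlation, median -0.15) or with array weights (adjusted p = 0.00181).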

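Ccnd2, which encodes cyclin D2, was 11.56 ± 0.49 (log2, SD, n = 3) in p80HT B cells against 10.19 ± 0.09 in WT, a rise of 1.37 that held without any 1 array (limma adjusted p = 0.154, groups apart on all arrays). Ccnd1, which encodes cyclin D1, was 10.56 ± 0.71 against 9.25 ± 0.21, with p80HT replicate 3 the highest. Its log2 fold change of 1.30 passed the study's threshold in limma, but not with its spread taken from its own 6 values as in the methods, and the call was lost without WT replicate 1 (1.35), 2 (1.38) or 3 (1.18). Ccne1, which encodes cyclin E1, rose by 0.64, lost without WT replicate 1 (0.63), 2 (0.64) or 3 (0.65) or p80HT replicate 3 (0.47). Ccnd3 did not pass (-0.08). Of 11 genes of G1 cyclins and their regulators, 3 rose, none fell and 8 did not pass, with 3 higher when adjusted over the list alone and none over all genes. The kinase genes Cdk4 (0.24) and Cdk6 (0.34) and the inhibitor gene Cdkn1b (-0.29) did not pass. The list was called higher (median 0.22, camera adjusted p = 0.0159, adjusted p = 0.377 with an estimated correlation). It was not without WT replicate 1 (adjusted p = 0.141) or p80HT replicate 3 (adjusted p = 0.301, median 0.00), nor without Ccnd1 and Ccnd2, which the study names from these arrays (adjusted p = 0.314).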

Upregulation of cyclin D is a major oncogenic event in MM pathogenesis [27], and in p80HT B cells, the expression of both cyclin D1 and cyclin D2 was significantly increased (cyclin D1, +2.47 fold, P = 0.038; cyclin D2, +2.58 fold, P = 0.009).

Given the well-established connection between NF-κB and TNF signaling pathways, a focus list of p80HT-regulated genes of the TNF family was independently analyzed. 

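Several receptors of the TNF family rose in p80HT B cells: Tnfrsf4, which encodes OX40, to 9.79 ± 0.46 (log2, SD, n = 3) from 8.53 ± 0.05 in WT (log2 fold change 1.26), Tnfrsf9, which encodes 4-1BB (1.06), and Tnfrsf18, which encodes GITR (0.77). These 3 are receptors of activated T cells as well. The T cell list is higher on the same arrays, though not called by camera with an estimated correlation (adjusted p = 0.263). Its member Thy1 was at 1.30, and at 0.59 without p80HT replicate 3. Tnfrsf1b, the second TNF receptor, rose by 0.62, a call lost without WT replicate 2 (0.56) or 3 (0.64) or p80HT replicate 3 (0.53). Cd40, the receptor through which T cells activate B cells (-0.42), Tnfrsf13c, the BAFF receptor (-0.32), and Tnfrsf17, which encodes BCMA (0.07), did not pass. Of 46 measured family members and TRAF genes, 8 rose, none fell and 38 did not pass, with 9 higher and 1 lower when adjusted over the list alone and none over all genes. The family's median was 0.33 (camera adjusted p = 5.08e-06, adjusted p = 0.11 with an estimated correlation), and 0.19 without p80HT replicate 3. The 7 genes that the study tabulates all rose and none passes an adjusted p under 0.05 in limma (2042 of all genes have an unadjusted p under 0.05). Without p80HT replicate 3, all 7 have an adjusted p under 0.05, as do 931 of all genes. The 7 were chosen on these samples, so their count is not independent evidence. Without the genes that the study names, the other 38 of the family have a median of 0.16, none past the threshold (camera adjusted p = 0.0195, adjusted p = 0.347 with an estimated correlation).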

Nine genes with fold changes greater than ± 1.5 fold and P < 0.05 were identified (Table 3). 

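Tnfsf8, which encodes CD30L, rose to 7.94 ± 0.34 (log2, SD, n = 3) from 6.52 ± 0.37 in WT, a log2 fold change of 1.42 (limma adjusted p = 0.148, groups apart on all arrays), and kept its call without any 1 array. Activated T cells express this ligand too. On the WT arrays Tnfsf8 lies between 6.16 and 6.90, in part close to background, so its fold may be a lower bound. Tnfrsf8, which encodes its receptor CD30, was 8.72 ± 0.36 against 7.89 ± 0.12, a rise of 0.82 with the 3 p80HT arrays above the 3 WT arrays (limma adjusted p = 0.263). That call was lost without WT replicate 1 (0.78) or 2 (0.80).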

Striking is the increase in both CD30 and CD30L. It is known that CD30L-CD30 signaling enhances cell proliferation, and an examination of a panel of B-lineage lymphomas has shown co-expression of CD30 and CD30L only in MM tumors [28].

**Table 3:** Focus list of differentially expressed TNF genes in P80HT B cells

**Gene**	**RefSeq**	**Fold**	***P*value**	**Gene ontology/biological function**
Tnfsf8/CD30L	NM_009403	2.68	0.00839	Immune response
Tnfrsf4/Txgp1	NM_011659	2.39	0.00929	Positive regulation of B cell proliferation/Ig secretion
Tnfrsf9/CD137	NM_011612	2.08	0.01446	Regulation of cell proliferation
Traf1	NM_009421	1.79	0.00461	Regulation of apoptosis
Tnfrsf8/CD30	NM_009401	1.77	0.02024	Signal transduction
Tnfrsf18/Gitr	NM_009400	1.70	0.00234	Apoptosis
Tnfrsf1b/Tnfr2	NM_011610	1.54	0.00654	Cell surface receptor linked signal transduction

We confirmed the upregulation of CD27, cyclin D1, cyclin D2, IL-10, IL-15 and survivin in p80HT B cells by qRT-PCR (Figure 3C). Survivin, also called baculoviral IAP repeat-containing protein 5 (BIRC5), is a member of the inhibitor of apoptosis proteins (IAP) and is critical for the survival of human MM cells [29]. Importantly, plasma cell tumor samples from p80HT mice (n = 5) showed even higher levels of cyclin D1, IL-10 and survivin than p80HT B cells (Figure 3C), suggesting that plasma cells or their precursor B cells with high-level expression of these genes were preferentially selected in the development of plasma cell tumors in p80HT mice.

Together, our gene expression profiling and pathway analysis suggest that p80HT promotes the development of plasma cell tumors by coordinated regulation of the generation, proliferation and survival of plasma cells.

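Taken by group, the values in p80HT B cells are these. Prdm1 rose while 17 of 18 plasma cell genes did not pass, in B220-selected cells that the paper treats as plasma cell precursors. Of 12 anti-apoptotic genes, 4 rose, 3 of them Naip genes (adjusted p = 0.11 for the list with an estimated correlation). Ccnd2 rose and Ccnd3 did not pass, while Ccnd1 rose with a call lost without WT replicate 1 (1.35), 2 (1.38) or 3 (1.18), and no S, G2 or M phase gene rose. That list was called higher with all arrays (median 0.36, camera adjusted p = 0.00561, adjusted p = 0.638 with an estimated correlation) and lower without p80HT replicate 3 (median -0.13, adjusted p = 0.00691 and 0.506). Of 14 pan-B genes none passed on its own, over the list alone or over all genes (median -0.52, camera adjusted p = 0.000168, adjusted p = 0.421 with an estimated correlation), with Ebf1, a factor of early B cells, at -1.21 and -0.46 without p80HT replicate 3. Without that array the list's median was -0.20, with 1 fallen and 2 lower over all genes. The genes that the paper discusses as raised include those for IL-10, CD27, IL-15, CD80, CD28, Blimp1, the D cyclins, the CD30 pair and, by qRT-PCR, survivin. From its expression profiling and pathway analysis, the paper proposes that p80HT acts at once on how plasma cells form, divide and survive.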

### Stat3 inhibition induces growth arrest and cell death in human MM cell lines

A particularly interesting finding of above gene expression profiling and pathway analysis is the identification of a novel link between NF-κB2 and IL-10. A key component of the IL-10 signaling pathway is Stat3 [30,31], which, once activated, can transcriptionally activate a number of genes including cyclin D1, cyclin D2, survivin, and Blimp1 [32,33]. To probe the significance of this signaling pathway in the survival and proliferation of MM cells, we treated human MM cell lines with a specific inhibitor of Stat3, S3I-201, which blocks Stat3 DNA-binding and transcriptional activities by inhibiting the phosphorylation of the tyrosine residue 705 on Stat3 (pStat3-Y705) [34], an event leading to Stat3 activation. Three MM cell lines were chosen for our investigation based on their NF-κB index [16]: EJM with the highest NF-κB index, RPMI-8226 an interim index, and H929 with a low level of NF-κB activity. These cell lines were treated with S3I-201 at concentrations above and below the most commonly reported IC50 value of 100 μM [34]. Immunoblot analysis revealed no significant levels of pStat3-Y705 in RPMI-8226 cells even before S3I-201 treatment, and treatment with 100 μM S3I-201 for 24 h had no significant effect on the expression of cyclin D2 and survivin in these cells (Figure 4A, lanes 3-4). Consistent with the observation, RPMI-8226 cells were relatively resistant to S3I-201, displaying significant levels of cell death only at the concentration of 200 μM (Figure 4C). By contrast, H929 and EJM cells showed high levels of pStat3-Y705, which were markedly reduced by treatment with 50 μM S3I-201 for 24 h (Figure 4A, lanes 1-2 and 5-6). Inactivation of Stat3 in H929 and EJM cells significantly downregulated cyclin D1 and/or survivin, but had no apparent effect on cyclin D2 expression (Figure 4A, lanes 1-2 and 5-6). Consistent with the finding, both H929 and EJM cells were highly sensitive to S3I-201, with marked growth inhibition and cell death within one day of treatment with 50 μM S31-201 (Figure 4 B and 4D). EJM cells, which have higher levels of NF-κB activity [16] and pStat3-Y705 than H929 cells (Figure 4A), were also more susceptible to S3I-201: approximately 90% of EJM cells lost viability in the presence of 50 μM S31-201 within 2 days (Figure 4C), whereas H929 cells showed only 40% of cell death under the same condition (Figure 4D). Thus, in MM cells with high levels of Stat3 activation (pStat3-Y705), the Stat3 signaling is crucial for the expression of cyclin D1 and survivin, and the proliferation and survival of cells.

**Figure 4:**
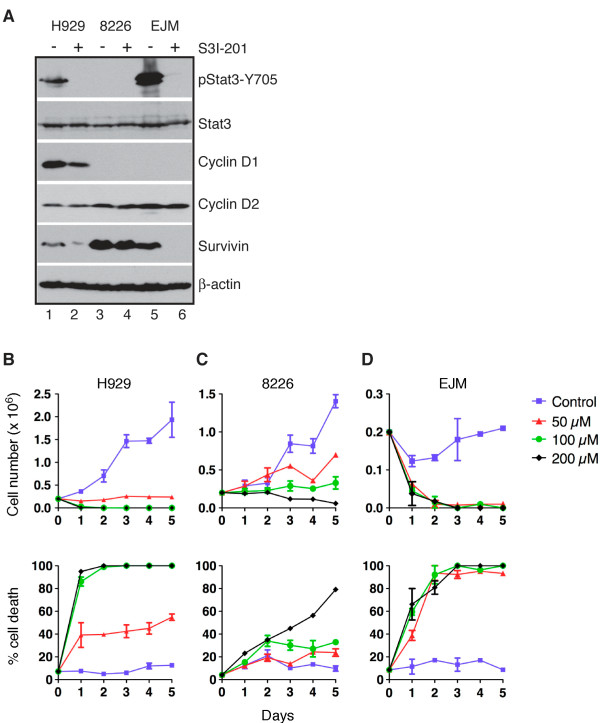
**Stat3 inhibition induces growth arrest and cell death in human MM cell lines. **(**A**) Immunoblot analysis of Stat3, pStat3-Y705, cyclin D1, cyclin D2 and survivin in human MM cell lines treated for 24 h with S3I-201 (RPMI-8226, 100 μM; H929 and EJM, 50 μM). β-actin levels are shown as loading control. (**B-D**) Quantification of cell growth and cell death of H929 (**B**), RPMI-8229 (**C**) and EJM (**D**) cells at various time points following treatment with S3I-201 at the indicated concentrations. Graphs are representative of two independent experiments.

## Discussion

Despite much effort, the development of mouse models for human MM remains a challenge [35]. A major advance in this area of research has been provided recently by the generation of a transgenic mouse line with spontaneous MYC activation driven by Activation-Induced Deaminase (AID) [36]. These transgenic mice developed bone marrow plasma cell tumors that recapitulate many features of human MM. However, rearrangements of the MYC gene are present in only 15% of MM patients [37], calling for the development of additional mouse models that target distinct signaling pathways important in MM pathogenesis. Chromosomal translocations and rearrangements at the NF-κB2 locus have been shown to occur in primary human MM [8]. The human MM cell lines JK6L and CAG also carry genetic mutations in the NF-κB2 gene [6]. These mutations lead to the generation of C-terminally truncated NF-κB2 proteins similar to the tumor-derived NF-κB2 mutant p80HT [11]. Currently, no mouse models are available for human MM with aberrant activation of NF-κB2 signaling. We have recently reported that transgenic mice with targeted expression of p80HT in lymphocytes developed predominantly B-lineage lymphomas with the tumor incidence of 79% by 70 weeks [13]. In this investigation, we conducted detailed histological and immunohistochemistry examination of 12 tumor samples from the previous study [13], which revealed that half of them (6/12) were plasma cell tumors. To corroborate this finding, we generated additional p80HT mice with a focus on their development of plasma cell tumors. Approximately 40% of the newly generated p80HT mice produced M-protein by 1 year of age. Most of these M-protein-positive p80HT mice developed plasma cell tumors with diffuse osteoporosis. Some of them also had osteolytic bone lesions and/or significant accumulation of plasma cells in the bone marrow. These findings provide the first direct evidence for a causal role of NF-κB2 mutation in the pathogenesis of plasma cell tumors that share some key histopathological and clinical features of human MM.

The transgenic mice express p80HT in both T and B cells, and our previous study suggests that p80HT promotes tumor development primarily by enhancing the survival of T and B cells [13]. Also, the lymphoma development in p80HT mice is characterized by a prolonged latent period [13], suggesting that additional genetic and/or epigenetic alterations are required for the malignant transformation of p80HT lymphocytes and their clonal expansion. We speculate that this might be the major reason why p80HT mice develop a wide spectrum of B cell lymphomas including plasma cell tumors, as well as T cell lymphomas, which depend on the type and developmental stage of the lymphocytes that have acquired secondary genetic and/or epigenetic alterations.

We have previously identified TRAF1 as a target gene critical for the oncogenic activity of p80HT [13]. TRAF1 deficiency reestablished B cell homeostasis and significantly delayed the tumor development in p80HT mice [13] (unpublished data). However, constitutive overexpression of TRAF1 in lymphocytes is not tumorigenic in mice [38] suggesting that additional target genes must be critical for the development of plasma cell tumors in p80HT mice. We performed gene expression profiling of B cells from M-protein-positive p80HT mice for the reason that genes activated in these plasma cell precursors are anticipated to drive the development of plasma cell tumors. It is important to note that the three M-protein-positive p80HT mice used for the microarray assay might not develop plasma cell tumors in the end. Nonetheless, the gene expression profiling revealed the activation of many genes, in addition to TRAF1, in p80HT B cells that are known to promote the proliferation and survival of MM cells, as well as the differentiation of B cells to plasma cells.

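Traf1, an adaptor of TNF receptors, was 10.86 ± 0.25 (log2, SD, n = 3) in p80HT B cells against 10.02 ± 0.06 in WT, a rise of 0.84 that held without any 1 array (limma adjusted p = 0.161, groups apart on all arrays). Among genes that protect from apoptosis, Naip6 (1.22), Naip5 (1.16) and Naip2 (1.05), sensors of bacterial proteins that bear inhibitor-of-apoptosis domains, rose together with Cflar. Myeloid cells express the Naip genes, and macrophage genes were higher on the same arrays (Csf1r 0.94, and 0.56 without p80HT replicate 3). Without that array Naip6 (1.50) and Naip5 (1.34) were further from WT, unlike Csf1r, and Naip2 (0.73) was closer. Naip2 lost its call without WT replicate 1 (1.08), 2 (0.99) or 3 (1.07). The B cell survival genes Bcl2 (0.14), Mcl1 (0.02) and Bcl2l1 (0.34) did not pass. Of 12 anti-apoptotic genes, 4 rose, none fell and 8 did not pass, with 4 higher when adjusted over the list alone and none over all genes (median 0.33, camera adjusted p = 0.000168, adjusted p = 0.11 with an estimated correlation). Of 14 pro-apoptotic genes, none rose or fell, and none passed when adjusted over the list alone or over all genes. Bcl2l11, which encodes BIM, was at -0.58, and reached the threshold without WT replicate 1 (-0.65) or p80HT replicate 1 (-0.68). The pro-apoptotic list was not called (median 0.07, camera adjusted p = 0.691).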

IL-15 is the second most upregulated gene in p80HT B cells. 

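By fold among the 243 genes that rose in p80HT B cells, Il15 is at rank 3, after Gm5486 at rank 1 and Penk at rank 2, in a ranking that leaves out the haemoglobin genes. Il10 is at rank 6 and Cd80 at rank 10. On the WT arrays Il15 lies between 6.07 and 6.61, close to background. Its fold may therefore be a lower bound, and its rank is approximate. Gm5486, a predicted gene, has a second probeset at -0.46 (log2 fold change), which does not pass.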

IL-15 is important to the proliferation of MM cells and their ability to evade apoptosis [23]. An autocrine loop between IL-15 and its receptor has been identified as a mechanism for tumor cell expansion in MM [39]. 

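Il15ra, the chain that presents IL-15 to neighbouring cells, was 8.51 ± 0.46 (log2, SD, n = 3) in p80HT B cells and 7.75 ± 0.06 in WT. The log2 fold change of 0.77 did not pass the study's threshold (limma adjusted p = 0.344, all 3 p80HT arrays above all 3 WT arrays). It was 0.50 without p80HT replicate 3, the array with the highest value, and passed without p80HT replicate 2 (0.93).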

The upregulation of both IL-15 and its receptor IL-15Ra (+1.7 fold, P = 0.045) in the B cells of p80HT mice suggest that this pathway is important in the pathogenesis of plasma cell tumors in our mouse model.

Another top upregulated gene is IL-10. Using the transcription factor database search tool DECODE (SaBiosciences) and data from the University of California Santa Cruz Genome Browser, we identified potential two κB-binding sites in the IL-10 promoter (unpublished data), suggesting that p80HT may directly upregulate IL-10 expression. IL-10 exerts its biological functions primarily through Stat3 [30,31]. It has long been recognized that IL-10 promotes the differentiation of B cells to plasma cells [22,40-43]. This action of IL-10 is likely mediated, at least in part, by Blimp1, a known target gene of Stat3 [33]. Consistent with the notion, Blimp1 expression was significantly upregulated (+1.7 fold, P = 0.007) in p80HT B cells. Blimp1 is a transcriptional repressor required for the formation and maintenance of mature plasma cells [26]. Blimp1 is also required for the formation of plasmacytoma in a mouse model [44]. 

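Birc5, which encodes survivin, an inhibitor of apoptosis that dividing cells express in mitosis, was 8.41 ± 0.55 (log2, SD, n = 3) in p80HT B cells and 7.78 ± 0.14 in WT. Its log2 fold change of 0.63 did not pass the study's threshold (limma adjusted p = 0.489), and was 0.33 without p80HT replicate 3. It passed without p80HT replicate 1 (0.88). Proliferation genes moved with it on p80HT replicate 3: Mki67 was at 0.49 with all arrays and -0.08 without that array, and Top2a at 0.34 and -0.37. Of other Stat3 targets, Ccnd1 (1.30), Ccnd2 (1.37) and Prdm1 (0.80) rose, the call of Ccnd1 being lost without WT replicate 1 (1.35), 2 (1.38) or 3 (1.18), while Pim1 (0.15), a kinase, and Myc (-0.58) did not pass.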

Other Stat3 target genes include cyclin D1, cyclin D2, and survivin [32,33], and they were all markedly upregulated in p80HT B cells.

Survivin is a member of the inhibitor of apoptosis protein family with dual roles in regulation of cell cycle progression and apoptosis [45]. Survivin expression is increased during MM progression, and knockdown of survivin induces cell death in human MM cells [29]. It has been shown previously that the human survivin gene promoter region contains κB-binding sites [46], and our sequence examination revealed 4 potential κB-binding sites within the mouse survivin promoter region (unpublished data). These observations suggest that p80HT may transcriptionally upregulate survivin expression either directly or indirectly through the IL-10-Stat3 signaling pathway.

Cyclins D1, D2 and D3 (encoded by CCND1, D2 and D3) interact with and activate cyclin-dependent kinase 4 (Cdk4) or Cdk6 to facilitate the G1/S cell-cycle transition [47]. Upregulation of cyclin D expression occurs in the vast majority of MM tumors and has been considered a crucial and early oncogenic event in MM pathogenesis [27]. Approximately 20% of MM tumors show elevated levels of cyclin D1 or D3 as the result of chromosomal translocations that juxtapose potent immunoglobulin (Ig) gene enhancers next to CCND1 (11q13) or CCND3 (6p21) [27], and ~7% of MM tumors have Ig translocations involving c-MAF (16q23) or MAFB (20q11), which encode transcription factors that target CCND2 [27,48]. In the rest of MM tumors, the transcription factors responsible for upregulating the expression of cyclin D genes remain to be identified. Cyclin D1 is a known target gene of the NF-κB1 signaling pathway [49,50]. However, to the best of our knowledge, a role for NF-κB2 in regulation of cyclin D expression has not been previously described. Thus, our findings that cyclin D1 and cyclin D2 were significantly upregulated in p80HT B cells suggest a novel mechanism for early activation of cyclin D genes in the development of MM.

On the basis of above discussion, we suggest a model for p80HT activation of the IL-10-Stat3 signaling pathway to promote plasma cell expansion and tumor development by regulating the generation, proliferation and survival of plasma cells (Figure 5). Please note that p80HT may also directly activate the transcription of cyclin D1, cyclin D2 and survivin genes. In addition, other p80HT-regulated genes, including IL-15, CD27, CD28, CD30, CD30L, CD80, and TRAF1 may contribute significantly to the tumorigenic process.

**Figure 5:**
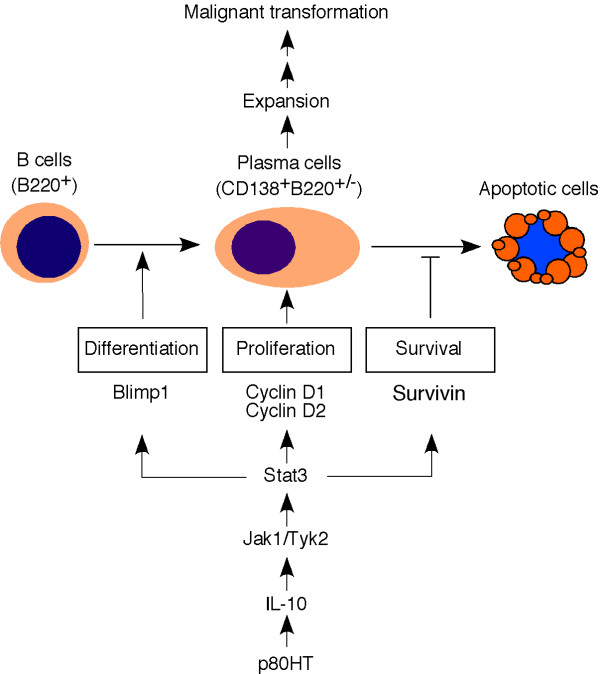
A simplified model for p80HT targeting the IL-10-Stat3 signaling pathway to promote plasma cell expansion and tumor development.

To determine the clinical relevance of our findings, we assessed the response of human MM cell lines to the inhibition of Stat3, a key downstream component of the IL-10 signaling pathway. Our investigation revealed a correlation between the activity of Stat3 and the sensitivity to Stat3 inhibition in MM cells. Also consistent with our model, Stat3 signaling was found to be essential for high-level expression of cyclin D1 and survivin in MM cells, providing a molecular mechanism for the critical role of Stat3 signaling in the proliferation and survival of MM cells. Thus, targeting the Stat3 signaling pathway may represent a therapeutic strategy for human MM.

## Conclusions

Our findings provide the first direct evidence for a causal role of NF-κB2 mutation in the pathogenesis of mouse plasma cell tumors that share some key histopathological and clinical features of human MM. The NF-κB2 mutant p80HT promotes the development of plasma cell tumors by transcriptional activation of genes critical for the generation, proliferation and survival of plasma cells, including cyclin D1, cyclin D2, Blimp1, survivin, IL-10 and IL-15. We further present evidence that targeting the IL-10-Stat3 signaling pathway may represent a therapeutic strategy for human MM.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

Conceived and designed the experiments: BAM LY HC HFD. Performed the experiments: BAM LY JD MR WK ME IZ. Analyzed the data: BAM LY JD MR WK ME IZ MS HFD. Wrote the paper: BAM LY HC HFD. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/12/203/prepub

## Supplementary Material

Additional 1: Table S1. Genes significantly altered in p80HT B cells with Gene Ontology (GO) annotations. 

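Table S1 lists 201 genes, 126 higher and 75 lower in p80HT B cells. Its folds are signed, so that a negative value is the WT signal over the p80HT signal, on the linear scale. Of these genes, 185 are matched to a gene measured here by a probeset with a single symbol. Of the matched genes, 184 have the same direction, 178 have a fold within 10% of the printed one, and 179 pass the study's threshold in limma, of which 10 also pass an adjusted p under 0.05. With each gene's spread taken from its own 6 values, as in the methods, 177 of the 185 pass and 171 have a p within 10% of the printed one. The genes were chosen on these samples, so the counts are not independent evidence of their direction. Without p80HT replicate 3, 163 of the 185 pass in limma.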

Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

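RNA of splenic B cells, selected with an antibody to B220 and magnetic beads, was measured for 3 p80HT mice that were positive for serum M-protein and 3 WT littermates, all 1 year old. Each mouse has 1 Affymetrix Mouse Gene 1.0 ST array, and no arrays were pooled. The deposited values are log2 probeset signals, which the authors made with RMA in Partek Genomics Suite. RMA in its standard form corrects background, quantile-normalizes probes and summarises them into probesets over the arrays. The versions, the annotation release and the settings are not stated. On each array the values run from about the same floor to about the same ceiling, 3.07 to 14.8 over all 6. For 178 of the 185 matched genes, 2 raised to the difference of group means gives a fold within 10% of that in Table S1. Arrays give no read depth, so the number of mice and the signal over background limit the precision.

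Of 28853 probesets, 21789 are paired with exactly 1 gene symbol by the platform table, 1621 with several and 5443 with none. Only the first were used, and for each of 19938 genes the probeset with the highest mean over all 6 arrays was kept, whatever the group. For 999 genes this was a choice among several probesets. In 39 of them, 1 probeset passes the study's threshold and another does not, and in 0 do probesets pass in opposite directions. Haemoglobin genes share probesets with other symbols and, like Rapgef4, Zfp69 and Adora2a, are not analysed here.

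The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no block, 2-sided), on 3 against 3 arrays. The main call is the study's threshold, at least 1.5-fold with an unadjusted p under 0.01. The count at a Benjamini-Hochberg adjusted p under 0.05 over all genes stands beside it. An exact permutation test of a single value cannot give a p below 0.10 with 3 against 3 arrays. Fold changes are p80HT minus WT on the log2 scale, and errors are SDs over 3 mice.

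Before the data were examined, 34 gene lists were fixed for B cell stages, for other cell types that a B220 selection of spleen could hold, and for the pathways the paper discusses. The paper's tables had been read by then. Each list was tested with camera in limma at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists and a call at 0.05. Of the 34 lists, 16 were called higher and 9 lower. With an estimated correlation no list was called, and the lowest adjusted p was 0.11. With fry, which asks whether a list's genes move on balance 1 way and compares them with no other genes, 4 were called: B-1 cells, memory and age-associated B cells, the TNF family and co-stimulation. The genes named in the text were taken by a rule fixed at the same time: every gene the paper names for p80HT B cells in its text, Figure 3 and Tables 1 to 3, the 10 largest rises and the 10 largest falls among genes past the threshold without overlap of the groups, up to 4 members per list past the threshold, or up to 2 with the smallest p where none passes, and Nfkb2, Xist and Y-linked genes as checks. Other members are named as values, and were chosen after their values were seen.

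The alternatives set before the data were examined were leaving out each array in turn, the replicate number as a block, the methods' ordinary analysis of variance, an intensity trend in the prior variance, array weights, quantile normalization, centring each array on its median, filters at the 25th and 50th percentile of mean signal, the mean of a gene's probesets, every probeset, other thresholds, camera with an estimated correlation, and fry. The labels do not pair the mice by number, so the block is an alternative only. After the data were seen, the list tests and the analysis of variance were also run without p80HT replicate 3, the lists were tested without the genes the paper names, and 12 marker lists for tissues and precursor cells were added to examine that array. For these marker lists, the median log2 excess of p80HT replicate 3 over the highest of the other 5 arrays was 3.27 for salivary and lacrimal glands, 2.19 for fibroblasts, 1.62 for lymph node stroma, 0.27 for fat, 0.02 for skeletal muscle, -0.31 for skin, -0.32 for mammary gland, -0.57 for pancreas, -0.58 for liver, -0.82 for 13 erythroblast genes, -1.81 for 5 myeloid precursor genes and -1.19 for 6 further myeloid precursor genes.

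The steps were tested on simulated data with 19938 genes, 3 against 3 arrays, 100 genes changed 2-fold and 100 changed 4-fold. At the study's threshold limma recovered 94 and 100 of these with 114 false calls, and at an adjusted p under 0.05 it recovered 59 and 97 with 8 false calls. No recovered gene had the wrong sign, and the shifted list was called. Tables were prepared with Python 3.11.15 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9. The measurements by qRT-PCR, in cell lines and in tissue sections are not analysed here.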

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

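The tests in this part were chosen after the result was seen, except the splits for gene lists and Table S1 genes.

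On p80HT replicate 3, 18 genes of salivary and lacrimal glands, which the paper does not discuss, have a median log2 signal 3.27 above the highest of the other 5 arrays, 13 of the 18 lie more than 1 above it, and those near background on the others (Dcpp2 at 12.95 against at most 5.34, Smr3a at 13.37 against at most 6.27) give lower bounds. Degraded RNA or a failed array, which would raise genes of absent tissues alike, is argued against, since the gland list lies 3.00 above the highest of 6 other tissue lists (fat). Gland tissue in the RNA is a candidate source that a clean B220 selection would remove, and fibroblast genes (median 2.19, Dcn at 13.09 against at most 6.15) and lymph node stroma genes (median 1.62, Cxcl13 at 13.90 against at most 8.50) are high on the same array. Whether its B cells are like those of WT mice stays open: for genes chosen with 2 WT arrays and p80HT replicates 1 and 2, its median distance from the WT array left out, relative to the fold change, is 0.817 to 1.20 for those that rose, but for those that fell it is 0.222 with WT replicate 1 left out and 1.17 and 1.02 with WT replicates 2 and 3 (1.18 for rises and 0.956 for falls where all 3 WT arrays both choose the genes and set the distance). No biological explanation was tested, and none of the gland genes is named by the study.

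T cell transcripts are higher in p80HT, a signal the paper does not discuss. Without p80HT replicate 3, the 17 T cell genes that the study does not name have a median log2 fold change of 0.618, 12 of them rose, among them the 3 CD3 chains, and with all arrays the median is 1.27. A lower share of B cells, which would raise all other cell types alike, is argued against as the whole cause, since without that array the lower quartile of the 17 genes, 0.547, lies above the upper quartiles of 4 of 6 other lists (NK cells, conventional dendritic cells, macrophages and platelets, at most 0.511), though not those of neutrophils and erythroid cells. T cells among the selected cells are a candidate source that a B220 selection should largely remove, with Cd3e at 11.07, 10.75 and 12.29 on the p80HT arrays and at most 9.83 on WT arrays. A larger share of T cells in p80HT spleens and a less clean selection were not tested against each other.

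Erythroid transcripts are higher on p80HT replicates 1 and 2, where the paper's tables list haemoglobin genes, Alas2 and Aqp1 as raised and its text does not discuss red cells: without replicate 3 the 11 erythroid genes have a median log2 fold change of 0.833 and 8 rose, and 5 myeloid precursor genes, with Mpo at 2.28 and Elane at 2.10, have a median of 1.34. A lower share of B cells is argued against as the whole cause here too, since the lower quartile of the 11 erythroid genes, 0.637, lies above the upper quartiles of the same 4 lists, though not those of T cells (0.875) and neutrophils (1.07). Erythroid precursors are a candidate source, since 12 further erythroblast genes, none of them in the paper's tables, have a median of 0.392 (0.406 with Slc6a9, which Table S1 lists), with 3 past the threshold upward and 1 downward. Myeloid precursors stay open, since 5 further genes, none in the paper's tables, have a median of 0.286 (0.192 with Gfi1, which Table S1 lists), with 2 past upward and 1 downward. A B220 selection would remove both, and blood formation in p80HT spleens, the biological alternative, was not tested.

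Germinal centre genes, which the paper does not discuss apart from Bcl6, have a median log2 fold change of -0.629 without p80HT replicate 3, where 6 of 9 fell.

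The 6 arrays make 10 splits into 3 and 3, too few for a share under 0.05. The real split, 1 of the 10, gives 436 genes past the study's threshold and the highest other split gives 263 (WT replicate 1 with p80HT replicates 1 and 2 against the rest). For genes at an adjusted p under 0.05 these values are 11 and 1, for lists called 25 and 21, and for Table S1 genes past the threshold 179 and 0, where the study's choice of these genes on the real split fixes the outcome. By median absolute difference across genes, WT replicate 1 is nearer p80HT replicates 1 (0.125) and 2 (0.132) than WT replicates 2 (0.187) and 3 (0.150). By correlation it is nearer these WT replicates (0.990 and 0.991) than these p80HT replicates (0.988 and 0.989). A source of this grouping other than genotype was not tested.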

How the results depend on the processing

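The tests without p80HT replicate 3 by analysis of variance, estimated correlation or fry, and of lists without the genes the paper names, were chosen after the result was seen. The number of mice limits precision, and dim genes lie close to background (values from 3.07). No named gene that passed changed direction at the probeset used here under any alternative, while a second probeset of Gm5486 is at -0.46. The cause was not tested for any change below, apart from fewer arrays, genes or a stricter threshold where the alternative itself sets these.

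The 436 genes past the study's threshold became 206 to 691 when each array was left out in turn. They became 196 with the methods' ANOVA, 900 with array weights (which give p80HT replicate 3 a weight of 0.0687 against 0.502 to 6.88), 855 at 1.5-fold and p under 0.05, and 172 at 2-fold. All 196 and 355 of the 900 are among the 436. With the other settings the count lay between 303 and 588. The 11 genes at an adjusted p under 0.05 became 0 to 931 when each array was left out. They became 0 with the ANOVA (1914 genes at an unadjusted p under 0.05), 0 with the ANOVA without p80HT replicate 3 (3122 genes), 7155 with array weights, 18 after quantile normalization, 35 with genes at or above the 50th percentile and 5 over every probeset.

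Of 25 lists called, 0 were called with an estimated correlation and 4 with fry, and without p80HT replicate 3 these were 0 and 11 (9 higher, 2 lower). Leaving out each array in turn gave 21 to 27. Genes at or above the 50th percentile gave 18 (14 higher, 4 lower) and array weights 19 (10 higher, 9 lower). Without the genes that the paper names, 20 were called. The call of the IL-10 and Stat3 list was lost (adjusted p = 0.691, median 0.02, camera direction down). So were those of the IL-15 (0.313), G1 (0.314), co-stimulation (0.139), immature B cell (0.139) and plasma cell (0.0893) lists, while the platelet list was called higher (0.0182). The S, G2 and M phase list, called higher, was called lower without p80HT replicate 3 (adjusted p = 0.00691, within 3.19e-06 to 0.0225 over all left-out arrays). Its direction was lower, without a call, with array weights (0.119), and without that array with an estimated correlation (0.506) or fry (0.159). With array weights the plasma cell list (adjusted p = 0.298) and the interferon-stimulated list (0.761) also had a lower direction without a call. The calls of 4 further lists were lost, among them the IL-10 and Stat3 list (0.0857), the G1 list (0.517) and the immediate-early list (0.49).

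Of the genes the paper names, 62 pass in limma, 57 with the ANOVA (not Cd27, Ccnd1, Plscr1, Tnfrsf8 and Tnfrsf9), and 55 to 62 when each array is left out. Of the Table S1 genes, 96.8% pass (76.8% to 94.1% with an array left out), 99.5% keep the direction (98.9% to 100%), and 96.2% have a fold within 10% of the printed one (69.2% to 94.6%, and 59.5% with array weights).

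With the replicate number as a block, 567 genes pass the study's threshold and 6 an adjusted p under 0.05. The numbers pair no mice by design. After removal of group means, arrays of the same number correlate at 0.07, -0.24 and 0.07, and 2 of 6 arrays deviate most like the array of their own number.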

Differences from the paper's values

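Every comparison here uses alternatives set before the data were examined, apart from other probesets read after the values were seen. Of 60 folds in the text and Tables 1 to 3, 58 lie within the larger replicate SD of the value here, and 0 have the other sign.

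The paper's count of changed genes is 201 and the count here is 436 at the same fold and p. The paper has 126 upregulated and 75 downregulated, against 243 and 193 here. For the total, the gap is under 1.5 times with the methods' ANOVA (196), at 2-fold (172), and without WT replicate 2 (206) or WT replicate 3 (220), and not with the other alternatives. For upregulated genes it is so with the ANOVA (119), at 2-fold (116), with median centring (183), at the 50th percentile (168), and without WT replicate 1 (158), 2 (137) or 3 (149), and not with the others. For downregulated genes it is so with the ANOVA (77), at 2-fold (56), and without WT replicate 2 (69) or 3 (71), and not with the others. The paper's methods name ANOVA, and filters on duplicates and hypothetical proteins that were not applied here. Of the 185 matched genes of Table S1, 177 pass by the ANOVA, and 171 have an ANOVA p within 10% of the printed one. The paper describes no 2-fold threshold and no left-out array.

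For Lphn2 (Adgrl2 here) the paper's fold is 4.06 and the fold here is 2.95. Without p80HT replicate 1 (3.26) the values differ by less than the larger SD, and under the other alternatives they do not. For Dmxl2 the paper's fold is 3.61 and the fold here is 2.43, and no alternative brings them within the larger SD. A dimmer probeset of each gene, looked up after the values were seen, gives 4.06 for Adgrl2 and 3.61 for Dmxl2.

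The paper places IL-15 next to the top of the raised genes, and here it is at rank 3 of 243, behind Gm5486 and Penk, with haemoglobin genes left out. Table 1 of the paper has Penk and the haemoglobin gene Hbb-b1 before it. As Il15 is close to background on the WT arrays, its rank here is approximate. The paper reports survivin as raised by qRT-PCR and gives no array fold for it. On the arrays Birc5 does not pass, with a log2 fold change of 0.63, and passes without p80HT replicate 1 (0.88). In Figure 3B, CD86 and hemicentin are drawn as raised, and here Cd86 is at -0.35 and the brightest probeset of Hmcn1 at 0.05, neither past the threshold. Another Hmcn1 probeset passes, at 0.69 (1.61-fold, as Table S1 prints), and the network's Cd80, Il10, Il15, Prdm1, Ccnd2, Gata3, Zbtb32 and Sox5 rose. The text counts more TNF family genes than the 7 of Table 3. At the fold and p that it gives for them, 13 of 46 measured members are higher here in limma, 8 with the ANOVA, and 0 are lower.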

Other observations

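Values without p80HT replicate 3 were examined after the result was seen. Genes of B-1 cells, innate-like B cells that often carry CD5, were higher in p80HT: of 8, 4 rose, none fell and 4 did not pass, and 5 were higher when adjusted over the list alone, none over all genes (median 0.75, camera adjusted p = 1.62e-05, adjusted p = 0.11 with an estimated correlation). Cd5 (log2 fold change 1.10), Spn, which encodes CD43 (0.83), and Tppp3 (0.66) rose beside Ctla4. T cells also express Cd5, Spn and Ctla4. Cd5 lost its call without WT replicate 1 (0.99) or 3 (1.10), Spn without WT replicate 1 (0.89), 2 (0.78) or 3 (0.80), and Tppp3 without WT replicate 1 (0.72), 2 (0.55) or 3 (0.72) or p80HT replicate 1 (0.68) or 3 (0.50). Genes of cholesterol synthesis and uptake were lower: of 13, none rose, 1 fell and 12 did not pass, and 3 were lower when adjusted over the list alone, none over all genes (median -0.27, camera adjusted p = 0.000403, adjusted p = 0.263 with an estimated correlation). Insig1, a sensor of sterols, fell (-0.93), and the enzyme genes Idi1 (-0.72) and Hmgcs1 (-0.46) did not pass.

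The pan-B, B cell receptor signalling and follicular lists were called lower, and stayed so without p80HT replicate 3, though with smaller medians and not with an estimated correlation. Of 14 pan-B genes none passed on its own, over the list alone or over all genes (median -0.52, camera adjusted p = 0.000168, adjusted p = 0.421 with an estimated correlation), and without that array the median was -0.20, with 1 fallen and 2 lower over all genes (camera adjusted p = 0.00548, adjusted p = 0.506 with an estimated correlation). That array holds Ms4a1, the gene of CD20, at 11.77 against 12.88 or more on the others. Of 15 B cell receptor signalling genes none passed in any of these ways (median -0.46, camera adjusted p = 5.33e-05, adjusted p = 0.403 with an estimated correlation, and without p80HT replicate 3 median -0.21, adjusted p = 0.00474 and 0.506 by the same tests). Rasgrp3 was at -0.71, and at -0.44 without p80HT replicate 3. Of 6 follicular genes, none rose, 1 fell and 5 did not pass, with 1 lower when adjusted over the list alone and none over all genes (median -0.80, camera adjusted p = 0.00183, adjusted p = 0.377 with an estimated correlation, and without that array 2 fell, median -0.20, adjusted p = 0.013 and 0.506 by the same tests). Cd55, a complement inhibitor, fell (-1.19), a call lost without WT replicate 2 (-1.05) or 3 (-1.13). The 8 MHC class II genes did not pass in any of these ways. Ciita, their master regulator, was at -0.43, and at -0.28 without p80HT replicate 3, where the list's median was -0.04. That list was not called (median -0.23, camera adjusted p = 0.0581, adjusted p = 0.558 with an estimated correlation) except as lower without WT replicate 3 (adjusted p = 0.036) or p80HT replicate 1 (adjusted p = 0.0202), with the replicate number as a block (adjusted p = 0.0387) or with an intensity trend (adjusted p = 0.0364).

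In some lists no member passed on its own, over the list alone or over all genes, and p80HT replicate 3 or another array sets the call. The 13 immediate-early genes were called lower (median -0.86, camera adjusted p = 0.00321, adjusted p = 0.518 with an estimated correlation), with Fosb at 7.64 on p80HT replicate 3 and at 12.91 or more on the others. Without that array their median was -0.01 and the list was not called (adjusted p = 0.506). The 13 interferon-stimulated genes were called higher (median 0.42, camera adjusted p = 0.0166, adjusted p = 0.558 with an estimated correlation), which was lost without it (adjusted p = 0.982, median 0.03) and without WT replicate 1 (adjusted p = 0.113). The 8 genes of conventional dendritic cells were called higher (median 0.34, camera adjusted p = 0.00738, adjusted p = 0.23 with an estimated correlation), lost without p80HT replicate 3 (adjusted p = 0.19). Itgax, which encodes CD11c, was at 1.31, and passed without p80HT replicate 1 (1.52), 2 (1.58) or 3 (0.83). The 7 genes of plasmacytoid dendritic cells were called lower (median -0.27, camera adjusted p = 0.015, adjusted p = 0.263 with an estimated correlation), lost without p80HT replicate 1 (adjusted p = 0.087). The 14 neutrophil genes were not called (median -0.22, mean 0.01, camera direction up, adjusted p = 0.691), except as higher without p80HT replicate 3 (adjusted p = 0.00166, and 0.506 with an estimated correlation, median 0.73) or WT replicate 3 (adjusted p = 0.036). The 10 housekeeping genes were not called (median 0.02, camera adjusted p = 0.691).

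Mice of both groups carry Y-linked transcripts, with Kdm5d between 9.36 and 9.99 and Xist between 5.85 and 6.37 (log2) on the 6 arrays. The 3 Y-linked genes were called lower (median -0.37, camera adjusted p = 0.0235, adjusted p = 0.377 with an estimated correlation), with none past on its own, over the list alone or over all genes. That call was lost without WT replicate 2 (adjusted p = 0.0716), p80HT replicate 1 (adjusted p = 0.087) or p80HT replicate 2 (adjusted p = 0.137).

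The p80HT mice were chosen for a serum M-protein. Of 15 immunoglobulin probesets with a single symbol, 0 lie at least 2 (log2) above the highest of the other 5 mice in any mouse. The largest such excess is 0.863 in a p80HT mouse and 0.717 in a WT mouse. This comparison cannot show a rise shared by p80HT mice. Several of the probesets, such as 1 of Igha and that of Igkv10-96, lie too close to the arrays' ceiling in all mice to reach an excess of 2. The comparison therefore does not decide whether a single clone had expanded in any mouse. Some probesets, singled out after their values were seen, are higher in p80HT replicates 1 and 2 than in any WT mouse. They include 1 of Igkv19-93 (13.86 and 13.56, at most 12.04 in WT) and that of Igkv4-91 (13.07 and 12.52, at most 11.88 in WT). By a smaller margin, 2 of Ighm are too (13.05 and 12.71, at most 12.58 in WT, and 12.46 and 12.33, at most 12.22).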
